# Genome-Wide microRNA Profiling of Rat Hippocampus after Status Epilepticus Induced by Amygdala Stimulation Identifies Modulators of Neuronal Apoptosis

**DOI:** 10.1371/journal.pone.0078375

**Published:** 2013-10-25

**Authors:** Zhen Sun, Jin-Tai Yu, Teng Jiang, Meng-Meng Li, Lin Tan, Qun Zhang, Lan Tan

## Abstract

MicroRNAs (miRNAs) are small and endogenously expressed non-coding RNAs that negatively regulate the expression of protein-coding genes at the translational level. Emerging evidence suggests that miRNAs play critical roles in central nervous system under physiological and pathological conditions. However, their expression and functions in status epilepticus (SE) have not been well characterized thus far. Here, by using high-throughput sequencing, we characterized miRNA expression profile in rat hippocampus at 24 hours following SE induced by amygdala stimulation. After confirmation by qRT-PCR, six miRNAs were found to be differentially expressed in brain after SE. Subsequent Kyoto Encyclopedia of Genes and Genomes pathway analysis indicated that most of the predicted target genes for these six miRNAs were related to neuronal apoptosis. We then investigated the dynamic changes of these six miRNAs at different time-point (4 hours, 24 hours, 1 week and 3 weeks) after SE. Meanwhile, neuronal survival and apoptosis in the hippocampus after SE were evaluated by Nissl staining and terminal deoxynucleotidyl transferase-mediated dUTP end-labeling assay. We found that the expression of miR-874-3p, miR-20a-5p, miR-345-3p, miR-365-5p, and miR-764-3p were significantly increased from 24 hours to 1 week, whereas miR-99b-3p level was markedly decreased from 24 hours to 3 weeks after SE. Further analysis revealed that the levels of miR-365-5p and miR-99b-3p were significantly correlated with neuronal apoptosis after SE. Taken together, our data suggest that miRNAs are important modulators of SE-induced neuronal apoptosis. These findings also open new avenues for future studies aimed at developing strategies against neuronal apoptosis after SE.

## Introduction

Epilepsy is a common neurological disorder affecting almost 0.5% to 1% of the population. The pathogenesis of epilepsy is associated with selective neuronal losses and mossy fiber sprouting, which results in the structural and functional alterations of hippocampus and limbic system [1], [2]. However, the underlying molecular mechanisms of epilepsy still remain unclear. Meanwhile, despite of the recent advances in development of antiepileptic drugs, the treatment of epilepsy still remains as a major challenge [3].

MicroRNAs (miRNAs) belong to a family of non-coding small RNAs that modulates gene expression at the translational level [4]. In mammalians, approximately 50% of all miRNAs are expressed in the brain [5], [6] and many of them may play critical roles in multiple neurologic diseases including epilepsy [7]. However, their precise functions in epilepsy remain largely unclear. Status epilepticus (SE) is a clinical emergency, which is defined as continuous unremitting seizure lasting for more than 30 minutes [8]. Several studies have characterized the expression profiles of miRNAs in mouse model of SE induced by lithium, pilocarpine or kainic acid [9]–[16], and identified that many miRNAs were involved in the pathogenesis of epilepsy in direct or indirect ways. It should be noted that chemoconvulsants were employed to induce SE in these studies, which may have additional effects on miRNA expression, thus affecting the accuracy of the results.

It is generally accepted that the amygdala stimulation model is the most suitable animal model to study SE, which could well mimic behavioral, electroencephalographic, and morphological phenomena of SE in humans [8], [17]. In the current study, by using high-throughput sequencing, we investigated the miRNA expression profiles in rat hippocampus after SE induced by amygdala stimulation. In addition, the association between differentially expressed miRNAs and neuronal apoptosis was also evaluated in this study.

## Materials and Methods

### Animals

Adult male Wistar rats (260–300 g, provided by the Experimental Animal Center, Qingdao University, China) were used in this study. They were housed in a standard animal room with a 12 hours light/dark cycle and given free access to food and water.

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All procedures were approved by the Animal Care and Management Committee of Qingdao University (permit No. QUEC-130205). Remarkably, efforts were made to minimize the number of animals used in the study and their sufferings.

### Electrode implantation and SE induction

Rats were anesthetized for surgery with 10% chloral hydrate (3.5 mL/kg, i.p.). Once anesthetized, rats were positioned in a stereotaxic apparatus (Stoelting, USA). Electrodes were implanted into the right hemisphere aimed at the basolateral amygdale as described previously (AP: −3.0 mm; L: −4.8 mm; V: −8.8 mm) [18], [19]. The above coordinates were determined according to the atlas of Paxinos and Watson (1986). The electrodes were made of stainless steel wires (0.16 mm in diameter, A.M. Systems, USA) insulated with teflon-coating except for 0.5 mm at the tip. The tip separation was 0.7–0.8 mm. The electrodes were connected to a miniature receptacle, which were fixed to the skull using dental cement anchored with stainless steel screws. All control animals underwent identical surgeries. After electrodes implantation, the animals were treated with penicillin for 5 days to prevent infection and allowed to recover for 10 days.

After a post-operative period of 10 days, SE was induced by stimulating the lateral nucleus of the right amygdala for 20 min. The stimulation consisted of a 100-ms train of 1-ms biphasic square wave pulses (400 µA from peak to peak) that were delivered at 60 Hz every 0.5 sec using a ML1101 electronic stimulator. Electroencephalograms (EEGs) of the right amygdala were recorded with a digital amplifier (AD Instrument, Bio Amp, USA). After 20 min of continuous stimulation, the stimulation was interrupted, and the behavioral and electrographic activity of animals was observed for 60 sec. If the behavior of the animals indicated the presence of epileptic activity (head nodding or limb clonus), observation was continued for another 5 min. If an animal did not meet the criteria of clonic SE (continuous EEG epileptiform spiking and recurrent clonic seizures), stimulation was resumed and the behavior of the animal was checked again after 5 min. Once the criteria of SE were achieved, no further stimulation was given. Stimulation period never exceeded 40 min. Control rats were handled in the same manner while did not receive any electrical stimulation.

### Brain tissue preparation

Rats were anesthetized with 10% chloral hydrate (3.5 mL/kg, i.p.) at 4 hours, 24 hours, 1 week and 3 weeks after the induction of SE (n = 6 per group). They were transcardially perfused with ice-cold saline to remove intravascular blood components, which avoided potential contamination of blood miRNA in tissue samples. The brains were rapidly removed and hemisected along the midline. The left hippocampi were frozen in liquid nitrogen for RNA isolation while the right hippocampi were divided into consecutive frozen sections (20 µm thick).

Total RNA isolation was carried out using the mirVana™ miRNA Isolation Kit (Ambion, Austin, TX, US) following the manufacturer's instructions. The quality and quantity of RNA are assessed on the Agilent Bioanalyzer for presence of 5, 5.8, 18S bands.

### Construction of small RNAs library and deep sequencing

Total hippocampal RNA from experimental rats at 24 hours after SE as well as control rats was pooled separately and used for miRNA sequencing. This time point was selected based on previous findings about miRNA expression profile following SE [9], [12]. Next, the small RNAs were ligated to a 5′ and a 3′ adaptor sequentially and then converted to cDNA by reverse transcription. The two generated small cDNA libraries were amplified by PCR with primers complementary to the adaptor sequences. Finally, the libraries were deep sequenced directly using the Illumina Cluster Station and Genome Analyze (Illumina Inc, CA, USA) at Beijing Genomics Institute (BGI) according to the manufacturer's protocol [20]. The deep sequencing data have been deposited in NCBI SRA database and are accessible through GEO series accession number GSE50940 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50940). The differences in the quantities of miRNAs were determined by comparing the log2-ratio of the experimental rats (24 hours post-SE) and control rats copies.

### Confirmation and quantification of miRNAs by qRT-PCR Analysis

To validate the initial results of deep sequencing and to perform further investigation in this study, we selected miRNAs that met the following criteria for additional qRT-PCR analysis: (a) having at least 30 copies in either experimental or control group (24 hours post-SE). (b) Showing fold-change (log_2_) >2 or fold-change (log_2_) <-2 between these two groups (*P*<0.01 and *P*≠0). As a result, five up-regulated miRNAs (miR-874-3P, miR-20a-5p, miR-345-3p, miR-365-5p and miR-764-3p) and one down-regulated miRNA (miR-99b-3p) were screened out for subsequent qRT-PCR confirmation. Each reaction mixture of reverse transcription consists of 1 µL purified total RNA, 10 µL of 2×miRNA Reaction Buffer Mix, 2 µL of miRNA PrimeScript RT Enzyme Mix, 2 µL of 0.1% BSA, and RNase-free H_2_O up to a total volume of 20 µL. The 20 µL volume reactions were then incubated for 60 min at 37°C and for 5 sec at 85°C. qPCR was carried out using a CFX-96 Realtime System (BIO-RAD) in a 20 µL reaction volume. All reactions were done in triplicate. The 20 µL PCR reaction contained the following: 1 µL of miRNA RT product, 10 µL SYBR remix Ex Taq™, 2 µL of miRNA forward primer, 2 µL of miRNA reverse primer, 0.5 µL reference dye, and 4.5 µL ddH_2_O. The reaction parameters were incubation at 95°C for 30 sec, then at 95°C for 5 sec, and 60°C for 31 sec. The median quantitation cycle (Cq) is defined as the cycle number at which the fluorescence signal exceeded a pre-determined threshold. A relative fold change in expression of the target gene transcript was determined using the comparative cycle threshold method (2^−ΔΔCq^). The expression of the U6 snoRNA gene was used as internal control. In addition, qRT-PCR was also used to investigate the dynamic alterations of the six selected miRNAs expressions at 4 hours, 24 hours, 1week and 3weeks after SE. Experiments were performed in triplicate.

### Bioinformatics analysis

Potential target genes of these six miRNAs were predicted using the miRNA target prediction databases including RNAhybrid and miRanda [21]–[23]. In addition, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database was used to filter the enriched pathways of miRNA targets.

*Nissl staining and terminal deoxynucleotidyl transferase-mediated dUTP end-labeling (TUNEL) assay*

Nissl staining was employed to detect surviving neurons. For Nissl staining, the frozen slices were stained with 0.5% cresyl violet at 50°C for 5 min. Only the neurons with violet nucleus and the intact morphology were counted as surviving neurons. Besides, the TUNEL assay was used to detect neuronal apoptosis. TUNEL assay was performed by a commercial kit according to the instructions provided by the manufacturer (Roche Co., Germany). TUNEL-positive neurons with condensate nuclear were identified as apoptotic neurons. Cell counting was performed on five randomly selected non-overlapping fields in CA1 and CA3 region of hippocampus per slide. The survival index was defined as follows: surviving index (%)  = 100× (number of surviving neurons/ total number of neurons). Furthermore, the apoptosis index was defined as follows: apoptosis index (%)  = 100× (apoptotic neurons/total neurons).

### Statistical analysis

Statistical analysis was performed using the SPSS 13.0 software. Differences between groups were assessed by independent-samples t-test or one-way ANOVA analysis followed by LSD post hoc test. The correlation between the miRNA levels and apoptosis index was analyzed using Pearson's correlation analysis. All data are expressed as mean±SD. *P*<0.05 was considered statistically significant.

## Results

In total, 7,321,408 and 8,839,947 raw reads were obtained from the experimental group (24 hours after SE) and control group, respectively. 

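Small RNA was sequenced from 2 pooled libraries, 1 of hippocampal RNA from rats 24 hours after SE and 1 from control rats. The paper gives 6 rats per group and pooled RNA, but not the number of rats in each pool. No animal was sequenced on its own, so that no difference between the libraries has a replicate check. The authors deposited the number of reads counted on each miRNA, without scaling, together with a p-value per miRNA. Their table lists 390 miRNAs, of which 328 are known rat miRNAs and 62 are miRNAs predicted from the reads. The counts summed to 5678090 in the experimental group and to 6703056 in the control group. The paper's clean reads, 7241570 and 8736906, were used as the depth of the libraries, and counts are given as counts per 1000000 clean reads (CPM). A single count was therefore worth 0.138 CPM in the experimental group and 0.114 in the control group. Each miRNA of the table reached at least 8 counts in 1 of the libraries. A count under 3 was set to 3 before a ratio was taken, which makes such a ratio a bound against that floor, without counting error. Each miRNA was compared between the libraries with a two-sided Fisher's exact test on its count against the remaining clean reads. Such a test compares these libraries and not the conditions, because variation between animals does not enter it. The 95% intervals of the log2 ratios are exact Clopper-Pearson intervals and cover counting error only. The ratios depend on the scaling. With edgeR's TMM normalization in place of the clean reads, each log2 ratio fell by 0.18, and with unscaled copies it fell by 0.27.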

As demonstrated by Figure 1A and 1B, the most abundant size class was 22 nt, which accounted for 60.89% (experimental group) and 60.97% (control group) of the total reads, respectively. After discarding low-quality sequences, sequences shorter than 18 nucleotides, and single-read sequences, 7,241,570 and 8,736,906 clean reads of 18–30 nt from the experimental and control groups were selected for further analysis. Among the clean reads, 5824104 sequences from the experimental group and 7086380 sequences from the control group mapped perfectly to the rat genome, accounting for 77.05% (experimental group) and 75.33% (control group) of the total reads, respectively. Meanwhile, 5579484 reads (experimental group) and 6581457 reads (control group) were found to be similar to known miRNAs (Figure 1C and Figure 1D). 

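In the deposited counts, known miRNAs summed to 5603061 reads in the experimental group and 6624329 in the control group. These sums are 77.4% and 75.8% of the clean reads of each library. They exceed the paper's reads similar to known miRNAs by 23577 and 42872, for a reason not examined here. Predicted miRNAs added 75029 and 78727 counts. Of the 328 known miRNAs, 327 had at least 1 count in the experimental group and 328 in the control group, while 256 and 248 reached 30 counts. The same 5 miRNAs were the most abundant in both libraries and made up 81.2% of the counts after SE and 82.5% in the control group. Let-7c-5p took 32.7% of the counts after SE (95% exact Clopper-Pearson interval 32.7 to 32.8) and 32.3% in the control group. Let-7f-5p took 19.5% and 20.2%, let-7b-5p 13.5% and 12.6%, and let-7a-5p 11.7% and 12.2%. The share of miR-128-3p was 3.78% after SE (interval 3.76 to 3.79) and 5.29% in the control group (interval 5.27 to 5.30). Across the 359 miRNAs with counts in both libraries, log2 CPM had a Pearson r of 0.977 and a Spearman rho of 0.971. These are correlations across miRNAs, which are not independent replicates.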

The rest of the sequences were found to be other types of RNA, including non-coding RNA, tRNA, rRNA, snRNA or snoRNA.

**Figure 1:**
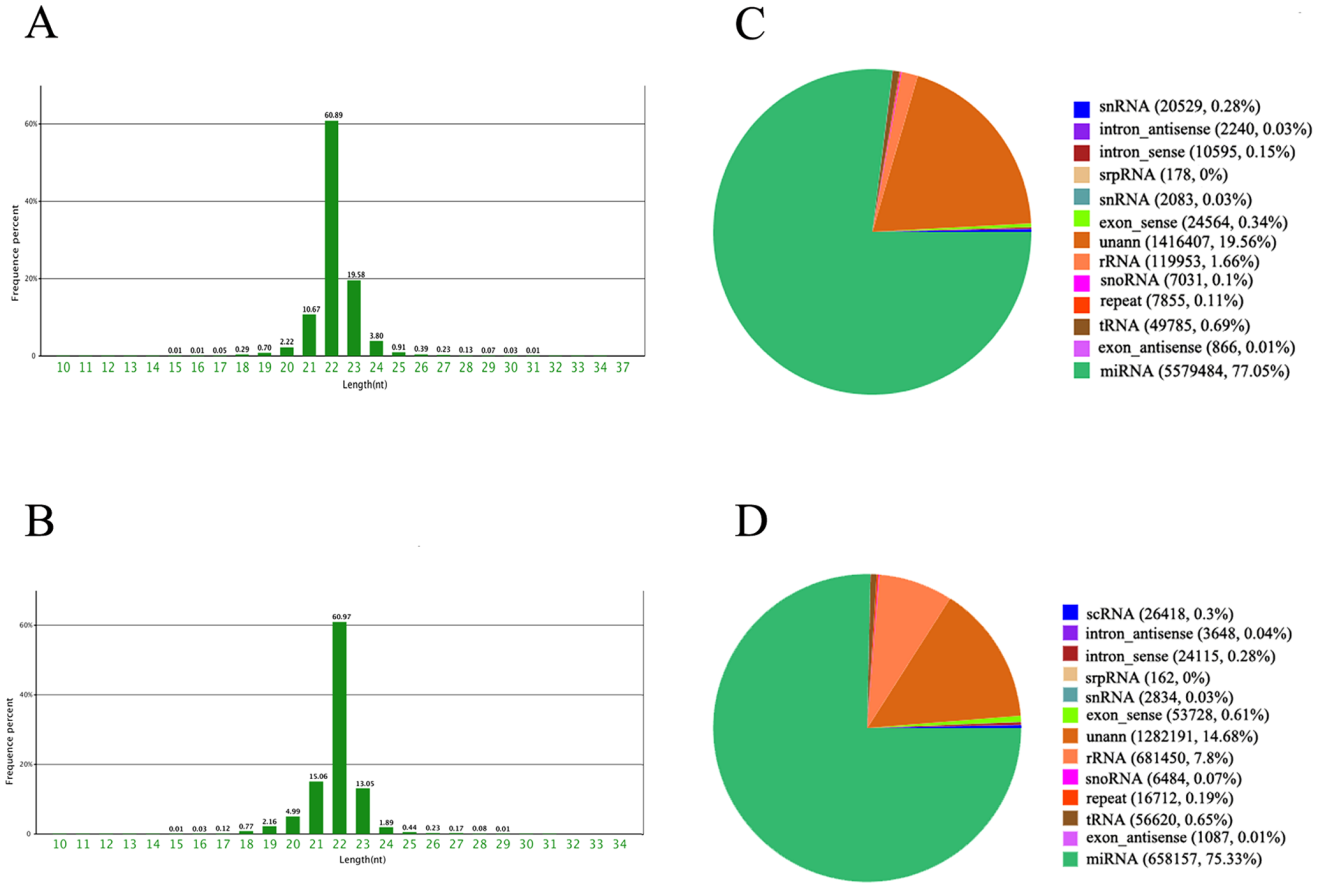
Distribution of the sequencing reads and classification of small RNAs. (**A**) Distribution of the non-redundant sequencing reads from the experimental group (at 24 hours after SE). (**B**) Distribution of the non-redundant sequencing reads from control group. (**C**) Classification of the sequenced small RNA tags from the experimental group (at 24 hours after SE). (**D**) Classification of the sequenced small RNA tags from control group.

After analyzing the initial results of deep sequencing, six deferentially expressed miRNA (miR-874-3p, miR-20a-5p, miR-345-3p, miR-365-5p, miR-764-3p and miR-99b-3p) were screened out based on the criteria mentioned in Materials and Methods, and qRT-PCR was performed to confirm their alterations after SE. 

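The criteria of the paper were applied to all 390 miRNAs of the table, with at least 30 counts in either library, a log2 ratio beyond 2 in size and an unadjusted p from Fisher's exact test under 0.01. MiR-874-3p had 31 counts after SE and 4 in the control group, a log2 ratio of 3.23 (95% interval 1.73 to 5.19; Fisher's exact test, p = 1.35e-07). MiR-20a-5p had 36 and 6 counts, a log2 ratio of 2.86 (interval 1.60 to 4.39; Fisher's exact test, p = 7.44e-08). MiR-345-3p, the most abundant of the 6 after SE, had 393 and 72 counts and a log2 ratio of 2.72 (interval 2.35 to 3.10; Fisher's exact test, p = 8.38e-69). MiR-365-5p had 60 and 14 counts, with a log2 ratio of 2.37 (interval 1.51 to 3.32; Fisher's exact test, p = 4.41e-10). MiR-764-3p had 35 and 10 counts, with a log2 ratio of 2.08 (interval 1.03 to 3.26; Fisher's exact test, p = 1.42e-05). MiR-99b-3p had 49 counts after SE and 177 in the control group. Its log2 ratio of -1.58 (interval -2.07 to -1.12; Fisher's exact test, p = 1.83e-13) did not reach -2, so that 5 of the 6 passed. Only the interval of miR-345-3p lay wholly beyond 2. A minimum of 100 counts moved the result most and left 1 of the 6. With unscaled copies, TMM, DESeq2's size factors or a pseudocount of 1, miR-764-3p did not pass, and 4 of the 6 remained. With edgeR's exact test and an assumed coefficient of variation of 0.4, neither miR-365-5p nor miR-764-3p passed.

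In the whole table 9 miRNAs passed with higher counts after SE and 3 with lower counts. The others that were higher were miR-341, miR-598-3p and 2 predicted miRNAs. The 3 that were lower were miR-182, with 0 counts after SE and 32 in the control group, and 2 predicted miRNAs with 0 counts after SE. The authors' deposited table gives a p-value of 0 for miR-341 and miR-598-3p, and the paper's criteria ask for a P other than 0. From its screen the paper selects the 6 miRNAs for measurement by qRT-PCR.

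**Figure D1:**
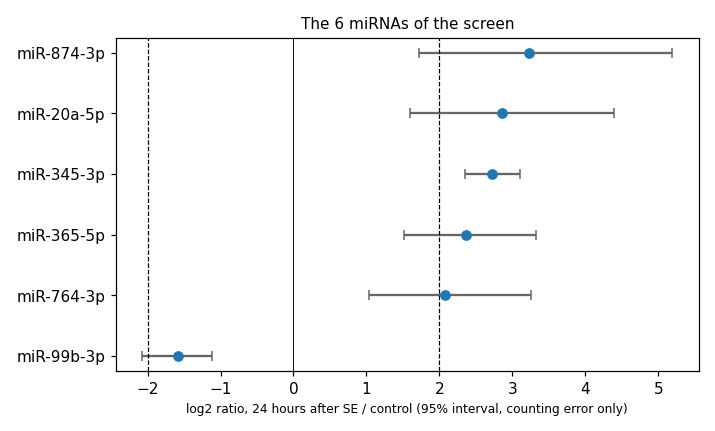
Log2 ratio of the 6 miRNAs, 24 hours after SE against control, with 1 pooled library per group. Points are ratios of CPM, bars are 95% exact Clopper-Pearson intervals of counting error, and dashed lines mark log2 ratios of -2 and 2. MiR-99b-3p lies at -1.58, and the interval of miR-345-3p alone lies wholly beyond a dashed line.

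**Figure D2:**
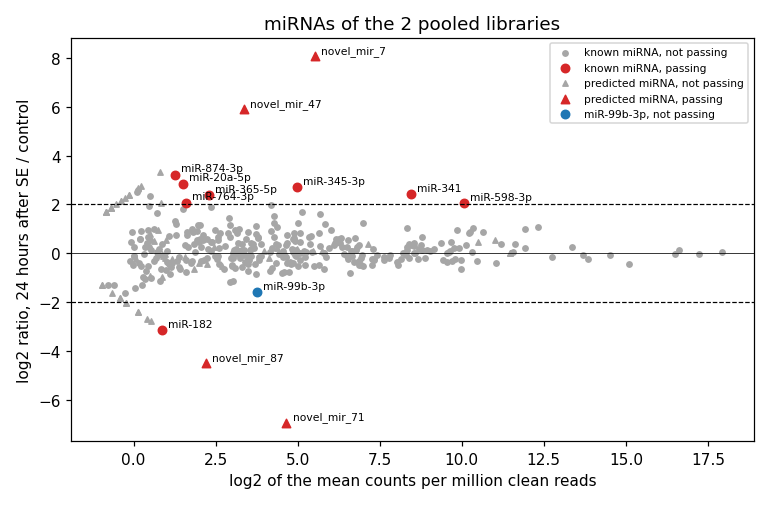
Log2 ratio of each of the 390 miRNAs against the log2 of its mean CPM in both libraries. Red points pass the screen (9 higher and 3 lower after SE), triangles are predicted miRNAs, and ratios with a count under 3 are bounds against a floor of 3 counts.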

As shown in Figure 2, the expression of miR-874-3p, miR-20a-5p, miR-345-3p, miR-365-5p, miR-764-3p was significantly increased after SE (*P*<0.05), whereas the levels of miR-99b-3p was markedly decreased (*P*<0.05). These findings were in agreement with results from miRNA sequencing.

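In the sequencing counts, 5 of the 6 miRNAs were higher after SE and miR-99b-3p was lower. The 5 other scalings lower every log2 ratio alike, by at most 0.27, which is too little to turn any of the 6, so their agreement in direction is no test. Over all 6 scalings and a pseudocount of 1, the log2 ratio ranged from 2.95 to 3.23 for miR-874-3p, from 2.58 to 2.86 for miR-20a-5p and from 2.45 to 2.72 for miR-345-3p. It ranged from 2.10 to 2.37 for miR-365-5p and from 1.81 to 2.08 for miR-764-3p. For miR-99b-3p it lay between -1.85 and -1.56 and thus did not reach -2 under any of them. As linear ratios, the sequenced CPM values were 9.35-fold higher after SE for miR-874-3p (95% interval 3.31 to 36.5), 7.24-fold for miR-20a-5p (3.02 to 21.0) and 6.59-fold for miR-345-3p (5.11 to 8.59). The ratio was 5.17-fold for miR-365-5p (2.86 to 10.0), 4.22-fold for miR-764-3p (2.05 to 9.56) and 0.334 for miR-99b-3p (0.238 to 0.461). The paper compares the directions by qRT-PCR with those of the sequencing and states that they match.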

**Figure 2:**
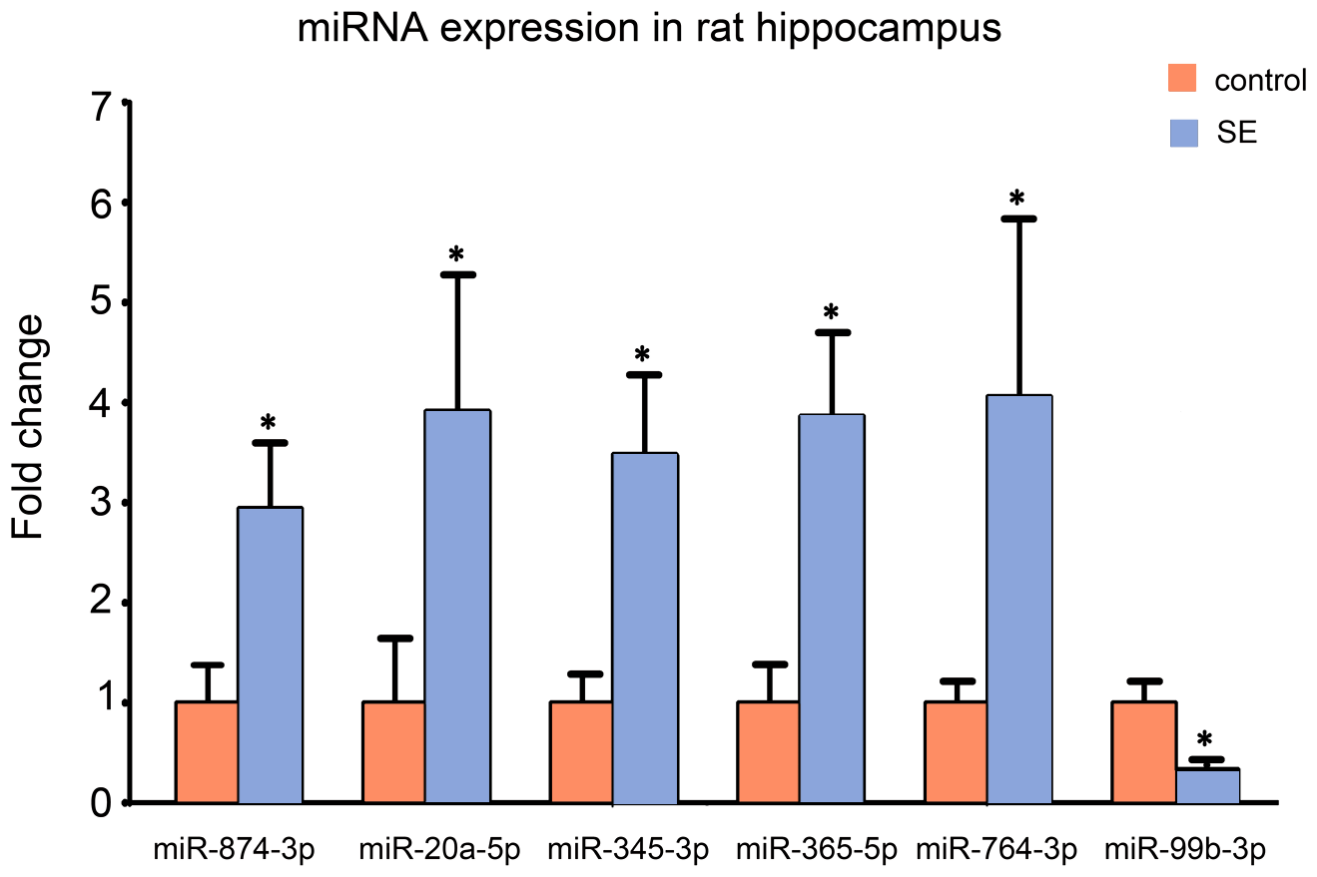
Validation of six differentially expressed miRNAs using qRT-PCR at 24 hours after SE. The levels of six differentially expressed miRNAs (miR-874-3p, miR-20a-5p, miR-345-3p, miR-365-5p, miR-764-3p and miR-99b-3p) in the rat hippocampus at 24 hours after SE were confirmed using qRT-PCR. The expression of all genes was normalized to the levels of U6 snoRNA. Data are presented as the mean ± S.D.; *P<0.05 versus control group; n = 6 per group

To investigate the dynamic changes of miRNA expression after SE induced by amygdala stimulation, we detected the expression of six miRNAs using qRT-PCR at four time points (4 hours, 24 hours, 1 week and 3 weeks) after SE induced by amygdala stimulation. The results showed that the expression of these six miRNAs changed in a time-dependent manner. The expression of miR-874-3p, miR-20a-5p, miR-345-3p, miR-365-5p and miR-764-3p were significantly increased at 24 hours after SE (*P*<0.05), peaked at 1 week (*P*<0.05) and returned to the basal levels at 3 weeks after SE (Figure 3A-3E). Furthermore, the expression of miR-99b-3p started to decrease at 24 hours after SE (*P*<0.05), reached its bottom at 1 week (*P*<0.05) and returned to basal levels at 3 weeks after SE (Figure 3F).

**Figure 3:**
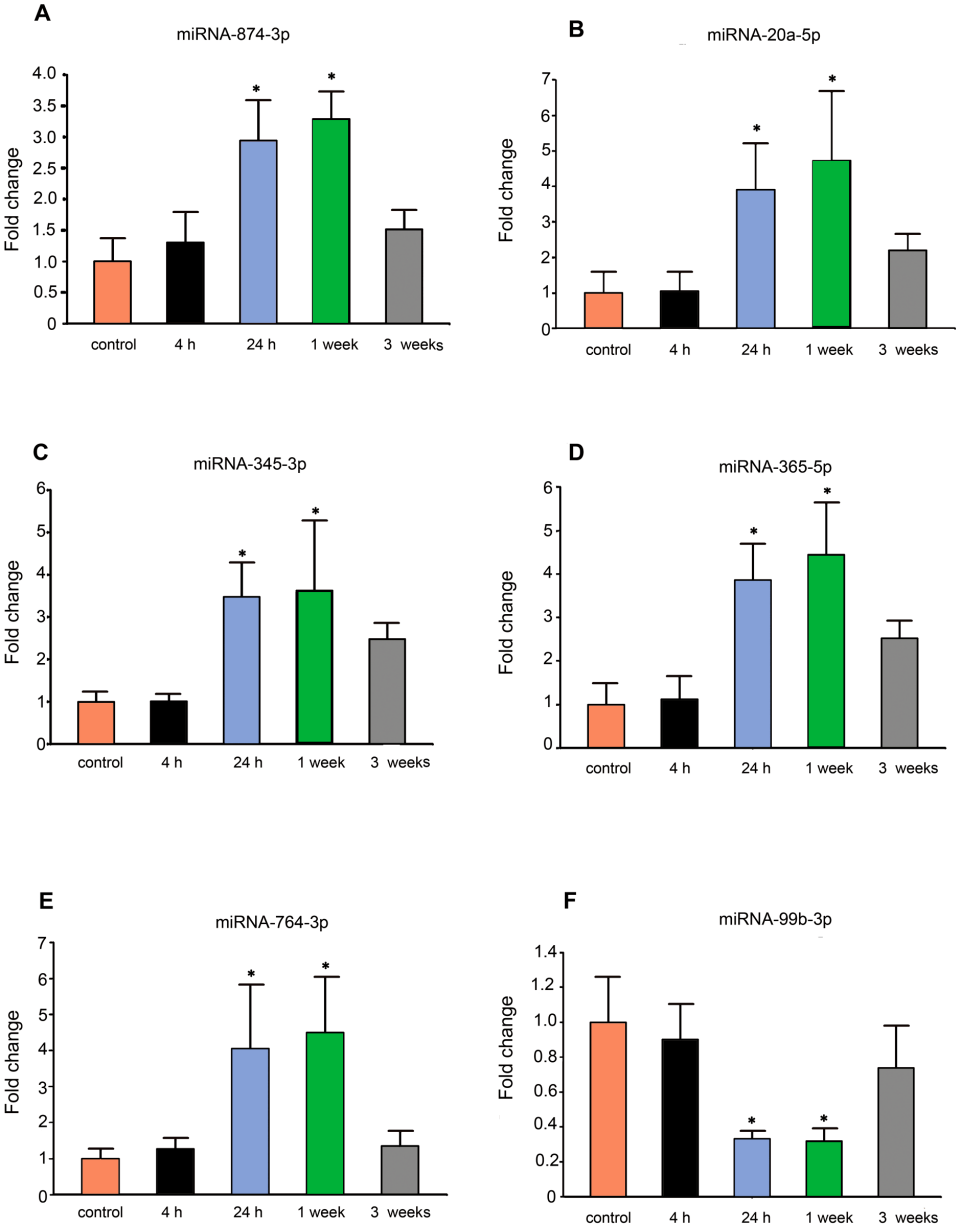
The dynamic alterations of six differentially expressed miRNAs at different time-point after SE. (**A**) Measurement of miR-874-3p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**B**) Measurement of miR-20a-5p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**C**) Measurement of miR-345-3p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**D**) Measurement of miR-365-5p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**E**) Measurement of miR-764-3p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**F**) Measurement of miR-99b-3p expression in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. The expression of all genes was normalized to the levels of U6 snoRNA. Data are presented as the mean ± S.D.; *P<0.05 versus control group; n = 6 per group.

To explore the biologic function of the six miRNAs that screened out by our analysis, we first used the RNAhybrid and miRanda algorithm to obtain a list of potential target genes for these six miRNAs. Subsequent KEGG pathway analysis found that most of the predicted target genes were associated with neuronal apoptosis, including Casp, Irak, and Fadd [24]–[26] (Figure 4). This observation suggested that these six miRNAs may modulate neuronal apoptosis after SE.

**Figure 4:**
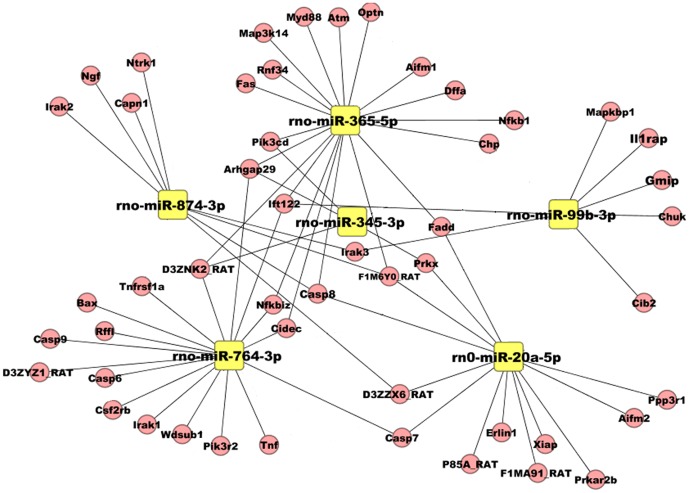
Genes potentially targeted by six differentially expressed miRNAs. Boxes in yellow represent miRNAs, whereas cycles in red represent mRNAs.

We then assessed survival index and apoptosis index using Nissl staining and TUNEL assay in the CA1 and CA3 regions of the rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Nissl staining showed that neurons in the control group displayed integrative and well-maintained morphology (Figure 5F and 5K). At 4 hours after SE, a moderated but non-significant decrease in the survival index was observed in CA1 and CA3 regions of experimental group (Figure 5G, 5L and 5P). The reduction in survival index in the CA1 and CA3 regions became significant at 24 hours after SE (Figure 5H, 5M and 5P; *P*<0.05), reached its bottom at 1 week (Figure 5I, 5N and 5P; *P*<0.05), and returned to the baseline at 3 weeks after SE (Figure 5J, 5O and 5P; *P*>0.05). In order to investigate whether apoptosis contributed to neuronal loss after SE, we performed TUNEL assay to evaluated apoptosis index in the CA1 and CA3 regions of the rat hippocampus. At 4 hour after SE, a small but non-significant increase in apoptosis index was observed in CA1 and CA3 regions of experimental group (Figure 6G and 6L). The apoptosis index was significantly increased at 24 hours after SE (Figure 5H and 5M, *P*<0.05), peaked at 1 week (Figure 6I and 6N; *P*<0.05), and returned to the basal levels value at 3 weeks after SE (Figure 6J and 6O; *P*>0.05). These results indicated that apoptosis represents part of the mechanisms contribute to the neuronal loss after SE.

**Figure 5:**
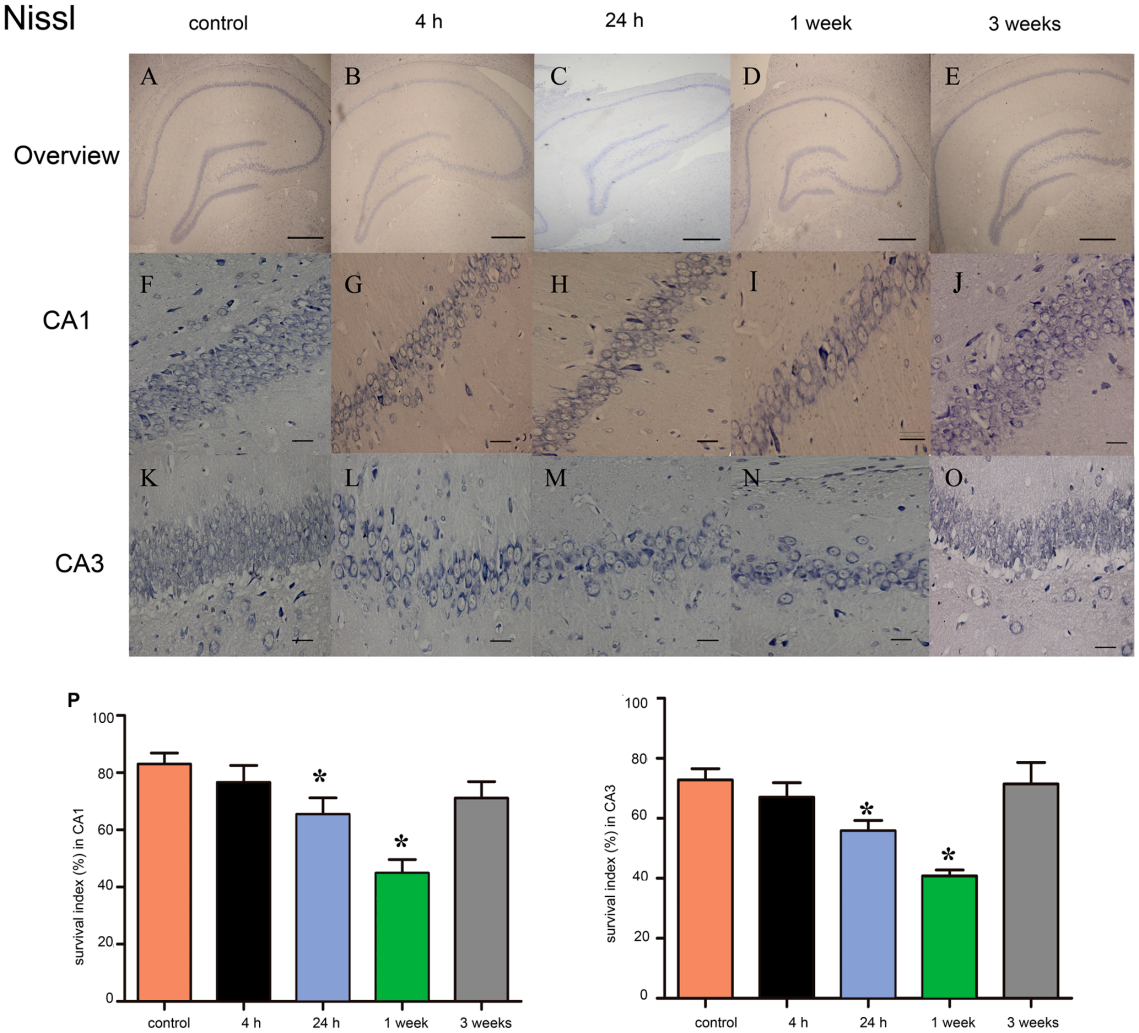
Identification of neuronal survival by Nissl-staining in rat hippocampus at different time-point after SE. (**A–E**) Representative photo of Nissl-staining in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Scale bars: 500 µm. (**F–J**) Representative photo of Nissl-staining in the CA1 region of rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Scale bars: 50 µm. (**H–O**) Representative photo of Nissl-staining in the CA3 region of rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. (**P**) Survival index in the CA1 region at different time-point after SE. (**Q**) Survival index (%) in the CA3 region at different time-point after SE. Data are presented as the mean ± S.D.; * *P*<0.05 versus control group; n = 6 per group.

**Figure 6:**
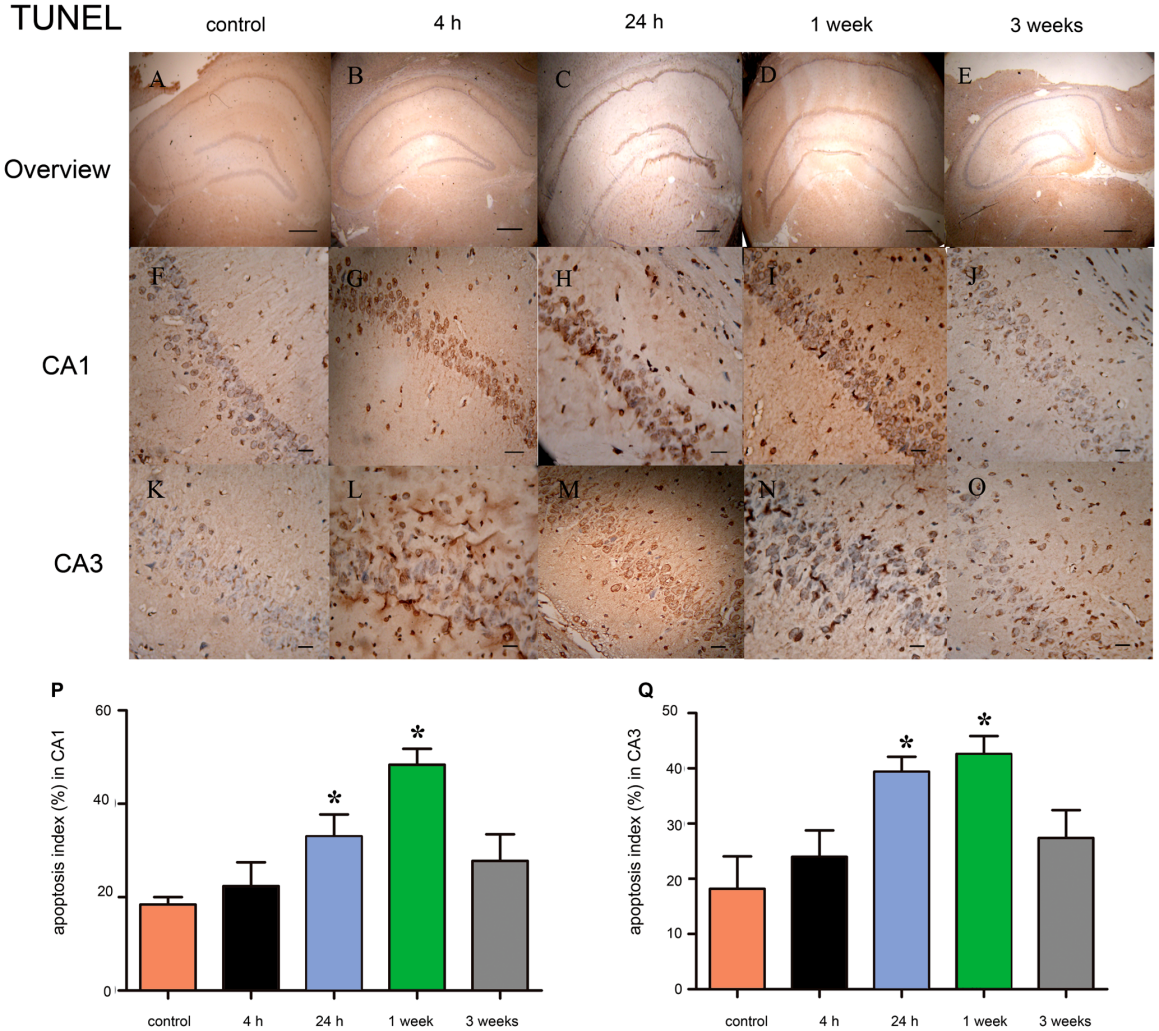
Identification of neuronal apoptosis by the TUNEL-assay in rat hippocampus at different time-point after SE. (**A–E**) Representative photo of TUNEL-staining in rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Scale bars: 500 µm. (**F–J**) Representative photo of TUNEL-staining in the CA1 region of rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Scale bars: 50 µm. (**H–O**) Representative photo of TUNEL-staining in the CA3 region of rat hippocampus at 4 hours, 24 hours, 1 week and 3 weeks after SE. Scale bars: 50 µm. (**P**) Apoptosis index (%) at different time-point after SE in the CA1 region. (**Q**) Apoptosis index (%) in the CA3 region at different time-point after SE. Data are presented as the mean ± S.D.; * *P*<0.05 versus control group; n = 6 per group.

To further evaluate whether the selected miRNAs were involved in neuronal apoptosis after SE, we investigate the correlation between these six miRNAs and the apoptosis index in the rat hippocampus at 1 week after SE. Pearson's correlation analysis suggested a positive correlation between miR-365-5p and apoptosis index (Figure7A and 7B, CA1: *R* = 0.925, *P* = 0.008; CA3: *R* = 0.877, *P* = 0.0218). We also observed a negative correlation between miR-99b-3p and apoptosis index (Figure7C and 7D, CA1: *R* = 0.850, *P* = 0.032; CA3: *R* = 0.930, *P* = 0.007). Taken together, these data confirmed that miR-345-3p and miR-99b-3p was involved in the pathogenesis of SE by modulating neuronal apoptosis.

**Figure 7:**
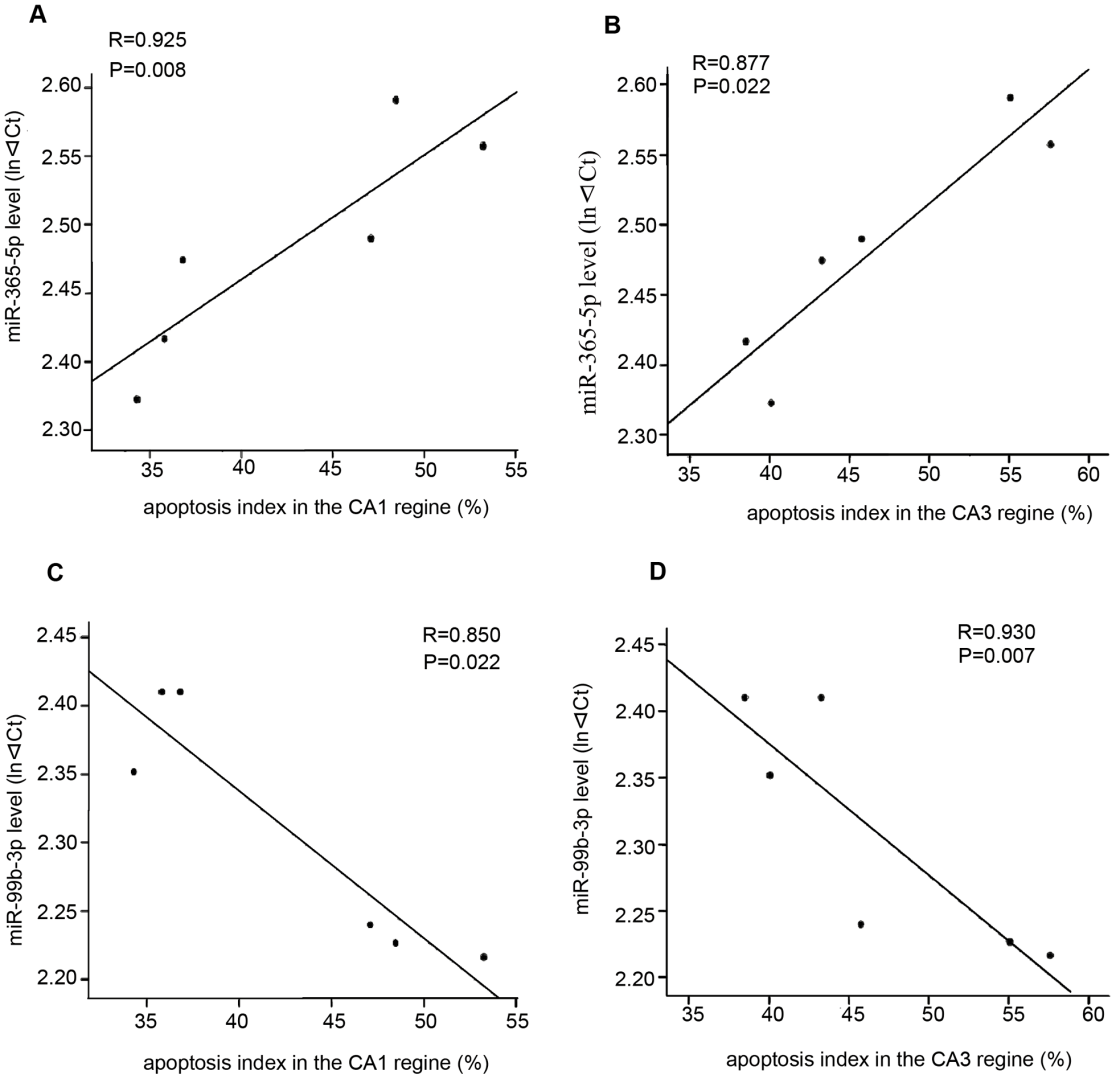
Correlations between levels of miR-365-5p and miR-99b-3p and apoptosis index. (**A,B**) The correlation between miRNA-365-5p and apoptosis index in the CA1 and CA3 regions after SE. (**C, D**) The correlation between miRNA-99b-3p and apoptosis index in the CA1 and CA3 regions after SE.

## Discussion

In the current study, we provided the first evidence that SE induced by amygdala stimulation led to profound changes in the miRNA expression profile in hippocampus, as six miRNAs were found to be differentially expressed at 24 hours after SE. The results from our study were partly consistent with a previous study by Risbud et al., which characterized expression profile of miRNAs in rat model of SE induced by pilocarpine [11]. For instance, the expression of miR-20a was found to be up-regulated whilst the miR-99b level was significant reduced in both of these two studies. However, the expression of miR-874-3p, miR-345-3p, miR-365-5p, and miR-764-3p were found to be increased in our study, whereas the levels of these four miRNAs stayed unchanged in study from Risbud et al. These differences might attribute to different SE models, experimental methods as well as the criteria for miRNA screening in these two studies. Nevertheless, these findings indicated a possible role of miRNA in the pathogenesis of SE.

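The names miR-20a and miR-99b cover both arms of a precursor, and the arms were counted apart. For miR-20a only the 5p arm was analysed here. In the GRCr8 annotation of the rat genome 5 other miRNA genes lie within 10 kb of it, and 3 mature miRNAs of these were analysed here. MiR-92a-3p had 310 counts after SE and 209 in the control group, a log2 ratio of 0.84 (95% interval 0.58 to 1.10). MiR-17-5p, with 41 and 33 counts, had a log2 ratio of 0.58 (interval -0.11 to 1.29), and miR-19b-3p, with 15 and 9 counts, one of 1.01 (interval -0.28 to 2.38). Neither of the latter changes was detectable at this depth. The intervals of miR-92a-3p and miR-17-5p lay below that of miR-20a-5p, while that of miR-19b-3p overlapped it. Reads of near-identical miRNAs, such as those of the miR-17 and miR-92 families, could have been split between members by the authors' counting. For miR-99b the arms differed. The 5p arm had 2528 counts after SE and 2517 in the control group, a log2 ratio of 0.28 (interval 0.20 to 0.36, and -0.074 to 0.086 with unscaled copies), against the decrease of the 3p arm. A Fisher's exact test of arm by library gave p = 9.58e-18. Let-7e and miR-125a lie within 10 kb of miR-99b. The log2 ratio was -0.06 for let-7e-5p (165845 and 207967 counts), -0.30 for miR-125a-5p (5375 and 7990 counts) and -1.17 for miR-125a-3p (34 and 92 counts; interval -1.78 to -0.58). Let-7e-3p, with 7 and 12 counts, had a log2 ratio of -0.51 (interval -2.09 to 0.96), so that no change was detectable at this depth.

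**Figure D3:**
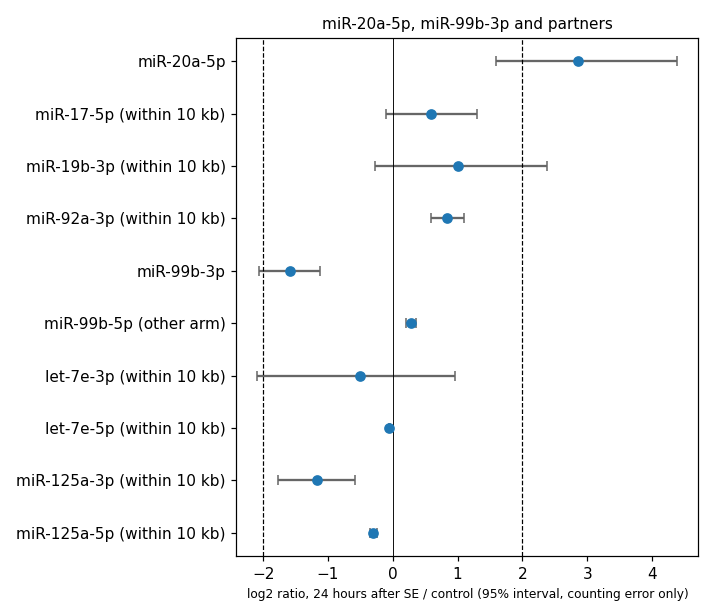
Log2 ratio, 24 hours after SE against control, of miR-20a-5p and miR-99b-3p with the other arm of miR-99b and the miRNAs within 10 kb. Points are ratios from 1 pooled library per group and bars are 95% exact intervals of counting error. MiR-99b-5p lies at 0.28, apart from miR-99b-3p.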

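The other arms of miR-345 and miR-365 did not rise with the arms named by the paper. MiR-345-5p had 49 counts after SE and 90 in the control group, a log2 ratio of -0.61 (95% interval -1.14 to -0.09), and its arms differed between the libraries (Fisher's exact test of arm by library, p = 5.36e-28). MiR-365-3p had 41 and 54 counts, a log2 ratio of -0.13 (interval -0.75 to 0.49; Fisher's exact test of arm by library, p = 6.69e-07). The other arms of miR-874 and miR-764 were not analysed here. In the GRCr8 annotation, miR-764 has miR-1912 as a neighbour within 10 kb, and miR-1912-3p had 76 counts after SE and 41 in the control group, a log2 ratio of 1.16 (interval 0.59 to 1.75; Fisher's exact test, p = 2.38e-05). The genes of miR-874, miR-345 and miR-365 have no other miRNA gene within 10 kb there. The paper proposes that differences in SE models, methods and screening criteria lie behind the contrast with the earlier study.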

Interestingly, the subsequent KEGG pathway analysis indicated that these six miRNAs were targeted to apoptosis-related genes. To confirm the role of these six miRNAs in neuronal apoptosis, we investigate the dynamic change of them in rat hippocampus at different time point after SE. As expected, the alteration pattern of these miRNAs were well matched with that of neuronal apoptosis from 4 hours to 3 weeks following SE. More importantly, we found that the expression of miR-365-5p and miR-99b-3p were significantly correlated with neuronal apoptosis after SE. As a form of programmed cell death, apoptosis was found to directly contribute to neuron losses and brain injury after SE [27]-[29]. SE-induced apoptosis can be triggered by activation of intrinsic pathway components including pro-apoptotic proteins belonging to Bcl-2 and caspase family. In addition, the extrinsic pathway is also found to be engaged following experimental SE and triggers neuronal apoptosis [30], [31]. In the current study, KEGG analysis indicated that the genes potentially targeted by these six miRNAs were involved in either intrinsic or extrinsic pathway of apoptosis, providing further evidence that these miRNAs could regulate neuronal apoptosis after SE. These findings were in agreement with previous studies, which demonstrated expression of several miRNAs was dramatically changed after SE and provided modulation on neuronal apoptosis. In previous studies, miR-34a and miR-132 were found to be increase after SE, and silencing miR-34a or miR-132 by microinjection of antagomirs led to the inhibition of caspase-3 expression, which was accompanied by reduction in apoptotic neurons, indicating a positive regulation of these two miRNA on neuronal apoptosis [12], [13]. Interestingly, in a recent study from McKiernan et.al, silence of miR-184, another miRNA that significantly up-regulated after SE, led to an increase in the counts of apoptotic neurons, suggesting a negative regulation of miRNA on neuronal apoptosis [14].

In summary, we characterized miRNA expression profile in rat hippocampus at 24 hours after SE induced by amygdala stimulation and screened out six differentially expressed miRNAs, which were associated with signaling pathway of neuronal apoptosis. More importantly, miR-365-5p and miR-99b-3p have been revealed to be significantly correlated with neuronal apoptosis. These findings indicated that miRNAs may contribute to the pathogenesis of SE by providing modulation on neuronal apoptosis, and more studies should be performed to further investigate the underlying mechanisms by which these miRNAs regulates neuronal apoptosis.

How the deposited data were processed for this re-analysis (not part of the article)

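Small RNA libraries from the hippocampus of rats 24 hours after SE and of control rats were analysed, 1 pooled library per group. The time point, the pooling and the 6 rats per group come from the paper, which does not give the number of rats in each pool. The labels of the samples describe an array protocol and another sequencer than the paper, and the paper's description was used.

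The authors deposited whole-number counts of reads per miRNA, not scaled. The paper describes discarding low-quality, short and single-read sequences. Counts of 1 nevertheless occur among those deposited (miR-183-5p in the experimental group, miR-879-5p in the control group). The aligner, the miRBase release and the genome build are not named in the paper's text. The header of the table speaks of normalized signal, but the counts are whole numbers and sum to different totals, 5678090 and 6703056. The authors also deposited a p-value per miRNA. All 379 p-values other than 0 lay within 1% of the 2-sided Audic-Claverie p computed from the 2 counts and the clean reads of the paper, and 11 were 0. A further column of deposited p-values held those of other rows, 326 of them displaced by 64 rows, and was not used. The first 37 known miRNAs of the table are the 37 with a log2 ratio beyond 1 and a deposited p-value under 0.01.

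Counts were divided by the clean reads of each library. A miRNA passed the screen with at least 30 counts in either library, a log2 ratio beyond 2 in size and an unadjusted two-sided Fisher's exact p under 0.01, which are the paper's criteria without its exclusion of a P of 0. The paper's text names neither the scaling nor the test behind its P for the sequencing. Counts under 3 were set to 3, which corresponds to 0.414 CPM (counts per 1000000 clean reads) in the experimental group and 0.343 in the control group. Intervals are 95% exact Clopper-Pearson intervals of the share of a miRNA's reads that came from the experimental library. With 1 library per group no spread between animals could be estimated, and no p-value was taken across miRNAs. Lists of miRNAs (erythrocyte, leukocyte, microglia and inflammation, neuron, astrocyte and oligodendrocyte, and miRNAs the paper names from earlier studies of SE) were described by the percentile of their median log2 ratio among 10000 random lists matched on deciles of the mean level, with seed 1, and by the interval of the median over 1000 Poisson resamples of the counts.

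The lists, the tests, the alternatives and the rule for named miRNAs were fixed before the data were examined, except where stated. The rule named every miRNA of the paper, the other arm and the neighbours within 10 kb of its 6, the 5 most abundant of each library, the miRNAs passing the screen and the members of the lists. The alternatives were other scalings (the table's sums, the paper's reads similar to known miRNAs, unscaled copies, edgeR's TMM, DESeq2's size factors), a pseudocount of 1, a count of 0 set to 0.01 CPM, minimums of 10, 100 or no counts, a log2 ratio beyond 1, Benjamini-Hochberg adjustment, leaving out p of 0, the Audic-Claverie test, and edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4. With unscaled copies the test kept the clean reads as totals. Restriction to known miRNAs, use of the p-values in the authors' deposited table, and equal totals in the test of unscaled copies were added after the data were seen. Neighbours were taken from the GRCr8 annotation, which was used for names and neighbours only. A check of mature length and GC content was not run, because mature sequences were not used here.

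The screen was tested on simulated data, with Poisson counts for 390 miRNAs and a log2 change of 3 in a seeded set. All 174 changed miRNAs with at least 30 counts were called in their direction, and 0 of 132 unchanged ones were called. The simulated counts had no variation between animals or libraries, and the change lay well beyond the threshold of 2. The result therefore checks that the screen runs as intended and gives no error rate for the real libraries. The software was Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.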

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

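The tests below were chosen after the counts had been seen. A total of 4 miRNAs that the paper does not discuss passed the count, ratio and p thresholds of the screen with higher counts after SE than in the control library. For 2 of them, miR-341 and miR-598-3p, the authors' deposited table gives a p-value of 0, which the paper's criteria exclude.

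MiR-341 had 4297 counts after SE and 975 in the control group, a log2 ratio of 2.41 (95% interval 2.31 to 2.51). Counting error does not explain the rise, since the lower bound was 2.31, and neither does the scaling, since the lowest log2 ratio over the 6 scalings was 2.14. MiR-341 lies on chromosome 6 among many miRNA genes (GRCr8 annotation). The other 47 miRNAs within 500 kb with at least 30 counts had a median log2 ratio of 0.065, with 25 higher and 22 lower, and the highest, miR-668, reached 1.68. Intervals lay above 0 for 16 of them and below 0 for 12 (8 and 23 with unscaled copies, 9 and 21 with TMM, 11 and 16 with DESeq2's size factors), and the highest upper bound was 2.00 (miR-770-5p), under the lower bound of miR-341. The one miRNA of the table within 10 kb, miR-1188-5p, rose by 1.01 (90 and 54 counts; interval 0.51 to 1.52). A shared rise of close neighbours thus stays open as part of the change, but not as the whole of it. An effect of SE may underlie it, as a hypothesis. Differences between the pools of animals or in library preparation were not tested and stay open, because each group has 1 library.

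MiR-598-3p had 12479 and 3656 counts, a log2 ratio of 2.04 (interval 1.99 to 2.10). The lower bound of 1.99 lies far from 0, so counting error does not explain the rise. The lowest log2 ratio over the 6 scalings was 1.77, and the ratio was under 2 with unscaled copies, TMM and DESeq2's size factors. Whether SE, the pools or the library preparation lies behind it was not tested.

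The predicted miRNAs novel_mir_7 (667 and 0 counts) and novel_mir_47 (150 and 0 counts) were at least 268-fold and at least 60.3-fold higher after SE with the 0 set to 3 counts and the clean reads as depth, log2 ratios of 8.07 and 5.91. With counting error the 95% intervals began lower, at 218-fold and 48.5-fold (log2 ratios of 7.77 and 5.60), and with unscaled copies at log2 ratios of 7.49 and 5.33. A candidate explanation is technical, namely that predicted miRNAs were called and counted separately in each library. Of the 62 predicted miRNAs, 30 had 0 counts in 1 library and 0 had 1 to 5 counts in the lower library, while among known miRNAs 1 had 0 counts and 10 had 1 to 5. Of the miRNAs with 5 counts or fewer in the lower library, 100% of the predicted and 9.09% of the known ones thus had 0. In addition, the predicted miRNAs with counts after SE carry numbers up to 64 and those with 0 counts after SE carry numbers from 65. A 0 of a predicted miRNA may thus mean that it was not called in that library. An effect of SE on these miRNAs was not tested apart from this.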

How the results depend on the processing

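No paired analysis was possible because each group has 1 pooled library. For the same reason no replicate was left out and no other split of the samples was made.

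Of the screen's counts (9 higher, 3 lower, 5 of the paper's 6), the minimum count and the log2 threshold moved most. With at least 10 counts, or with no minimum, 22 were higher and 9 lower. With at least 100 counts, 5 were higher, 1 was lower and 1 of the 6 passed, since fewer miRNAs could pass. With a log2 ratio beyond 1, 29 were higher, 6 lower and all 6 passed. With edgeR's exact test and an assumed coefficient of variation of 0.4, 3 of the 6 passed. With known miRNAs only, chosen after the data were seen, 7 were higher and 1 lower, and with p of 0 also left out 5 were higher and 1 lower. Under the other alternatives the counts stayed within 1.5 times those given.

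The other scalings shift the log2 ratios of the 6 by at most 0.27, too little to turn a direction, and a count of 0 set to 0.01 CPM leaves them as they are, since none of the 6 has a count of 0. The log2 ratio of miR-764-3p was under 2 with unscaled copies (1.81), TMM (1.90), DESeq2's size factors (1.99) and a pseudocount of 1 (1.98).

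The scalings shift every log2 ratio alike. Over the 285 miRNAs with at least 30 counts the median log2 ratio was 0.10 with the clean reads, -0.08 with TMM and -0.17 unscaled, shifts of -0.18 and -0.27. Of those with a Fisher's exact p under 0.01, 63.8% were higher with the clean reads and 44.3% with TMM. With unscaled copies 53.1% were higher when the test kept the clean reads as totals, and 35.6% when it used equal totals, a setting added after the data were seen. A small change therefore has no certain direction. With unscaled copies, TMM and DESeq2's size factors in this order, the sign reversed for miR-144-3p (-0.22, -0.13, -0.042), miR-142-5p (-0.23, -0.14, -0.052), miR-219-2-3p (-0.20, -0.11, -0.021), miR-338-3p (-0.20, -0.11, -0.021) and miR-132-5p (-0.21, -0.12, -0.029), and for miR-143-3p unscaled only (-0.088). With TMM the list medians were -0.14 (microglia and inflammation), -0.11 (astrocyte and oligodendrocyte) and 0.72 (neuron). The list percentiles are the same under any scaling.

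Depth limits the 6 miRNAs. In the control library 4 of the paper's 6 had 14 counts or fewer, and their intervals reach below a log2 ratio of 2. Summing rows of the same name was not run, since 0 names repeat. The check of length and GC content was not run.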

Differences from the paper's values

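The paper reports 5 miRNAs as higher and 1 as lower by its criteria, and 9 and 3 passed here. For the higher ones, the alternatives set before the data were examined that came within 1.5 times the paper's number were unscaled copies, TMM, DESeq2's size factors and leaving out p of 0 (7 each), a minimum of 100 counts (5) and an assumed coefficient of variation of 0.4 (6); the others did not. For the lower ones only the minimum of 100 counts did (1). This compares numbers and not names. With the minimum of 100 counts only miR-345-3p of the paper's miRNAs passed, and the lower one was a predicted miRNA. With known miRNAs only and p of 0 left out, which was chosen after seeing the values, the 5 higher miRNAs were those of the paper, and the 1 lower miRNA was miR-182.

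The paper lists miR-99b-3p as the miRNA that fell past its threshold. Here its log2 ratio was -1.58, and it passed only with a log2 ratio beyond 1 among the settings run. MiR-182, with 0 and 32 counts, passed as lower (at least 8.84-fold with the 0 set to 3 counts; log2 ratio -3.14, 95% interval below -2.76) and is not named by the paper.

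The paper's Fig. 2 gives fold changes by qRT-PCR (mean and SD, n = 6), a different assay from sequencing of pools. For miR-874-3p the counts gave a fold of 9.35, and the paper's value is about 3.0 in Fig. 2, read by eye as are those that follow. In the counts miR-20a-5p was 7.24-fold higher, against about 3.9 in Fig. 2. For miR-345-3p the counts gave 6.59 and Fig. 2 about 3.5. Under each alternative scaling or treatment of low counts set before the data were examined, these 3 folds stayed more than 1.5 times the paper's values. The paper's value lies inside the 95% interval of the counts for miR-20a-5p (3.02 to 21.0) and below it for miR-345-3p (5.11 to 8.59; lower bound 4.24 with unscaled copies). For miR-874-3p it lies below the interval with the clean reads (3.31 to 36.5). With unscaled copies (lower bound 2.74) and TMM (2.92) it lies inside. These intervals cover counting error only. The SD in Fig. 2, read by eye, is about 0.64 for miR-874-3p, 1.4 for miR-20a-5p and 0.78 for miR-345-3p. The paper scaled qRT-PCR to U6, so that a value outside an interval is no test of disagreement. For the other 3 miRNAs the values were within 1.5 times of each other. The counts gave 5.17 for miR-365-5p, 4.22 for miR-764-3p and 0.334 for miR-99b-3p, and the bars of Fig. 2 are at about 3.9, about 4.1 and about 0.34, read by eye.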

Other observations

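The tests of explanations in this part were chosen after the counts had been seen. The lists of miRNAs and their medians were fixed before.

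The arms of miR-345, miR-365 and miR-99b moved apart by 3.33, 2.50 and 1.86 on the log2 scale. Counting error does not explain this, since the largest of the 3 two-sided Fisher's exact p of arm by library was 6.69e-07. A change in transcription of the precursor alone would move both arms alike only if both arms followed it equally. This was not tested, so arms that lie apart do not exclude such a change. Only the arms of miR-345 had intervals on opposite sides of 0 under each of the 6 scalings (2.72 and -0.61 with the clean reads). For that precursor this argues against transcription as the whole cause. The intervals of the arms were apart in 3 of the 3 precursors. They were also apart in 20 of the 52 other precursors with at least 30 counts on both arms. In these 52 the median difference was 0.35, 98.1% had a smaller difference than that of miR-99b, and 1 (miR-150) had a larger one. Since the 3 were chosen by the paper for the change of 1 arm, this comparison is not a test, and whether they stand apart from other precursors cannot be told apart from that choice. Processing or stability of an arm was not tested.

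The size of the decrease of miR-99b-3p was not shared by the abundant members of its cluster. Smaller decreases were seen for miR-125a-5p (-0.30) and let-7e-5p (-0.06), with intervals below 0 under each of the 6 scalings. MiR-99b-5p did not fall (0.28). The lowest lower bound among miR-99b-5p, let-7e-5p and miR-125a-5p was -0.35, above the upper bound of miR-99b-3p (-1.12). Lower transcription of the cluster thus leaves the size of the decrease unexplained only if the abundant members followed it equally. MiR-125a-3p, also a less abundant arm, fell by 1.17. Its interval (-1.78 to -0.58) overlapped that of miR-99b-3p (-2.07 to -1.12). A decrease of the cluster that shows mainly in less abundant arms is therefore not excluded.

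The neuron list had a median log2 ratio of 0.90 (interval 0.79 to 1.01), at the 99.2 percentile of matched random lists. Of its 6 members, 5 had an interval above 0. MiR-124-3p rose by 1.09 and miR-128-3p fell by 0.45, so that they moved apart by 1.55, a difference that is the same under every scaling. A lower share of neurons after SE would by itself lower the list together, so it is not the whole cause where 5 members had intervals above 0. Whether neurons were lost cannot be told from the list, because a rise within the remaining neurons could hide a loss. The most abundant member, miR-128-3p, was the one that fell. By Nissl staining the paper reports a significantly lower survival index at the time point of the libraries. Changes within neurons stay open as a hypothesis and were not tested. MiR-134-5p, miR-212-3p, miR-132-3p and miR-138-5p had log2 ratios of 1.52, 1.24, 0.71 and 0.46.

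The erythrocyte list had a median of 1.24 (interval 0.69 to 1.59), at the 95.9 percentile, with miR-451-5p at 1.24 (196 and 100 counts), miR-144-5p at 1.95 (16 and 5) and miR-144-3p at 0.05 (12 and 14). The only member with at least 30 counts was miR-451-5p, and the list reduced to it lay at the 93.7 percentile. Residual blood may be a source, although the paper describes perfusion with saline. The leukocyte list had a median of -0.22, at the 19.5 percentile, and miR-142-5p had a log2 ratio of 0.039 and miR-150-5p one of -0.48 (48 and 81 counts; interval -1.03 to 0.049, below 0 with unscaled copies, TMM and DESeq2's size factors). The other arm, miR-150-3p, is not in the list and rose by 1.91 (59 and 19 counts, interval 1.14 to 2.73). Because miR-142-5p may also come from cells of the tissue, whose level would hide a small share of blood, blood and a change in the tissue cannot be told apart.

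The microglia and inflammation list (miR-146a-5p at -0.25 and miR-21-5p at 0.33) had a median of 0.04, at the 53.0 percentile. The astrocyte and oligodendrocyte list had a median of 0.07, at the 50.9 percentile, with miR-27a-3p at 0.51, miR-143-3p at 0.18, miR-219-2-3p and miR-338-3p at 0.07 and miR-23a-3p at -0.26. The list of miRNAs from earlier studies had a median of 0.28, at the 75.4 percentile. The paper picked miR-20a-5p and miR-99b-3p from these libraries, however, and miR-132-3p is also in the neuron list. By the paper's account earlier studies found miR-99b lower and the others higher, so the median cannot show agreement with this list. In it, miR-34a-5p was at 0.46 (interval -0.31 to 1.23), miR-132-3p at 0.71 and miR-184 at -0.35 (interval -0.82 to 0.11), so that with the clean reads neither miR-34a-5p nor miR-184 had a change detectable at this depth. The interval of miR-34a-5p included 0 under each of the 6 scalings, while that of miR-184 lay below 0 with TMM (upper bound -0.072) and unscaled copies (-0.16), so that whether miR-184 fell depends on the scaling.

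The counts of reads on known miRNAs given by the paper are 77.05% and 75.33% of its clean reads, the percentages the paper's text gives for reads mapped to the genome.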
